A study of Solanum lycopersicum with 6 samples.

How the data were processed

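Roots of tomato (Solanum lycopersicum, cultivar Heinz, the source of the tomato reference genome) were taken from seedlings grown for 4 days at 22 °C under 16 h of light and 8 h of darkness, 3 h after the lights came on, with roots of about 180 plants per harvest, per the labels' protocols. The lysates went into 3 RNA-seq and 3 Ribo-seq libraries. RNA-seq reads total RNA depleted of ribosomal RNA, sequenced here as paired reads of 100 nt. Ribo-seq, or ribosome profiling, reads the short mRNA fragments that ribosomes shield from nuclease, sequenced here as single reads of 50 nt. The lysis buffer held cycloheximide, a drug that halts elongating ribosomes, per the labels' protocols, and this drug can change where footprints lie along a transcript.

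Both tables used here pool the libraries. The first is the set of transcript models used by the authors. Per the file itself it joins the gene models of release 3.2 of the tomato annotation, 35768 genes with 1 transcript each, to 2263 transcripts of 2134 genes assembled with StringTie, a program that builds transcripts from aligned RNA-seq reads. Each assembled transcript carries a class code that gives its place relative to the reference genes. Code u marks a transcript between genes, x one that overlaps exons on the opposite strand, o another kind of exon overlap on the same strand, i one inside an intron, y one that holds a reference gene within its own intron, and s one whose intron matches a reference intron on the opposite strand. All assembled transcripts were given the biotype of non-coding RNA by the authors. The genome build is not named in either table, and coordinates are those of the tables. The aligner, the assembly settings and the caller of translated ORFs are not named in the labels used here.

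The second table lists translated open reading frames (ORFs), each with its transcript, its start and stop in the transcript, a category and 1 whole number. The number was read as the count of P-sites in the ORF, summed over the Ribo-seq libraries. This column has no name in the list, but per the labels a P-site count belongs with it. The values are whole numbers of at least 6 that can differ between ORFs of 1 transcript, though not in every case. A P-site is the codon position in the ribosome that holds the growing peptide, and 1 footprint gives 1 P-site. No normalization had been applied to these counts. The lowest value of 6 shows that ORFs with fewer P-sites were absent from the list, so absence from it does not mean that an ORF was untranslated. The depth of each library is unknown, and so is the spread between replicates. Permutation tests and intervals below therefore treat ORFs, genes or transcripts as units, describe this pooled list, and cover counting error only.

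Positions in the transcript were converted to genomic positions through the exon models, counted from 1. The listed genomic segments of an ORF summed to 1 nt more than these positions give on the plus strand. On the minus strand they summed to 1 nt less, and this held in all 22513 ORFs. The number of segments was that given by the exon models in 22468 ORFs and differed from it in 45. ORF length was the stop position minus the start position, a multiple of 3 in all 22513 ORFs, and excludes the stop codon. Footprint density was P-sites divided by codons. Leader length was the number of transcript bases before the annotated coding sequence. Listed categories were annotated ORFs, upstream ORFs (in the 5′ leader), downstream ORFs (in the 3′ trailer), overlapping downstream ORFs, and ORFs of transcripts given as non-coding, which here were all newly assembled transcripts. The main ORF of a gene was its longest ORF in the annotated category.

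Differences between categories were tested with two-sided permutation tests of 100000 resamples on mean log2 length, mean number of exons and mean log2 of P-sites plus a pseudocount of 1. Differences in medians used 10000 resamples. The smallest p these tests can give is 1e-05, or 1e-04 with 10000 resamples, and 1.33e-05 after the Benjamini-Hochberg adjustment when 3 of 4 tests reach it. Exact enumeration was not feasible for the category with 7 ORFs against 20659, so it had the same 100000 resamples. Shares of class codes were compared with two-sided Fisher's exact tests, adjusted over 5 codes. Leader length was compared as log2 of nt plus 1. Main ORF length and density were compared within 10 deciles of leader length, permuting within deciles, which left out genes with a leader of 0 nt. Upstream and main ORFs of a gene were compared by flipping signs at random in a permutation test. ORFs off their own coding sequence were compared with 100 random stretches each, of the same length, from the leaders or trailers of reference transcripts. Shares have Wilson intervals at 95%. An adjusted p of 0.05 was the threshold. Overlaps were found with bedtools 2.31.1, and the rest was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with plots from matplotlib 3.10.9.

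The tests were tested on simulated data. In 200 simulated sets without a difference the permutation test of means gave p under 0.05 in 4.5%, the sign-flip test in 5% and the test of medians in 7.5%. A shift of 0.5 was found in 100% of 40 sets, with a mean estimate of 0.505. No simulated set compared a group as small as the category with 7 ORFs. How often a shift in that category would be found is therefore unknown. In 200 sets where only the strata differed, the stratified test gave p under 0.05 in 2% and the plain test in 100%.

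Genes were named by a rule fixed before the data were examined: the 3 longest ORFs of each category (the longest only for annotated ORFs), the 3 with the most P-sites in each category, the 5 genes with the most upstream ORFs (ties by their summed length), and the 5 longest ORFs on newly assembled loci absent from the reference, taken as class code u. The gene name table given for tomato, of another assembly, matched 0 of 35768 gene identifiers, so identifiers are printed without names. Translational efficiency and start codon context had been planned, but counts per library and a genome sequence were not used here, and neither was computed. The comparisons of annotated positions, of later starts, of main ORF density and of upstream with main ORFs were added after the tables were seen. Alternatives covered ORF identity, minimum lengths, ORFs per gene, unplaced sequence, matching by overlap, summaries, strata, the pseudocount and a minimum of 10 P-sites.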

Results

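The translation of root mRNAs was mapped in 4-day-old tomato seedlings with 3 RNA-seq and 3 Ribo-seq libraries, which together gave 1 pooled list of translated ORFs. The list held 22513 ORFs with 6 to 559286 P-sites each. Summed over ORFs these came to 79807014 P-sites, a total that can hold a footprint more than once, since some ORFs overlap and 130 share their coding interval with another listed ORF. Annotated ORFs took 99.6% of this sum, and the 207 annotated ORFs with the most P-sites, 1% of the category, held 24.3% of the P-sites of annotated ORFs. ORFs with 10 or fewer P-sites made up 2.63% of the list. Because the libraries were pooled, no value below has a spread between replicates, and each test asks whether classes of ORFs, genes or transcripts differed within this list.

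The first question was which kinds of ORF carried ribosomes. The list held 20659 annotated ORFs in 20017 genes, 1329 upstream ORFs in 1169 genes, 163 downstream ORFs in 157 genes, 7 overlapping downstream ORFs in 7 genes and 354 ORFs in 318 newly assembled genes. A single ORF had no category. Counting only ORFs of at least 30 codons moved these numbers most for upstream ORFs, which fell to 410. Support was thinner outside the annotated category: 10.0% of upstream, 7.36% of downstream and 7.34% of newly assembled ORFs had fewer than 10 P-sites, against 1.39% of annotated ORFs.

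Annotated ORFs had a median length of 355 codons (interquartile range 210 to 539). The medians were 21 codons (13 to 33) for upstream ORFs, 54 codons (26 to 104) for downstream ORFs, 62 codons for overlapping downstream ORFs and 64 codons (31 to 108) for ORFs of newly assembled transcripts. On the log2 scale the mean length differed from that of annotated ORFs by -3.94 for upstream, -2.64 for downstream and -2.42 for newly assembled ORFs (two-sided permutation tests, adjusted p = 1.33e-05 each, the smallest they can give). The 7 overlapping downstream ORFs differed by -2.11 (permutation test, adjusted p = 4e-05). With ORFs of at least 30 codons only, the difference for upstream ORFs shrank to -2.75.

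**Figure D1:**
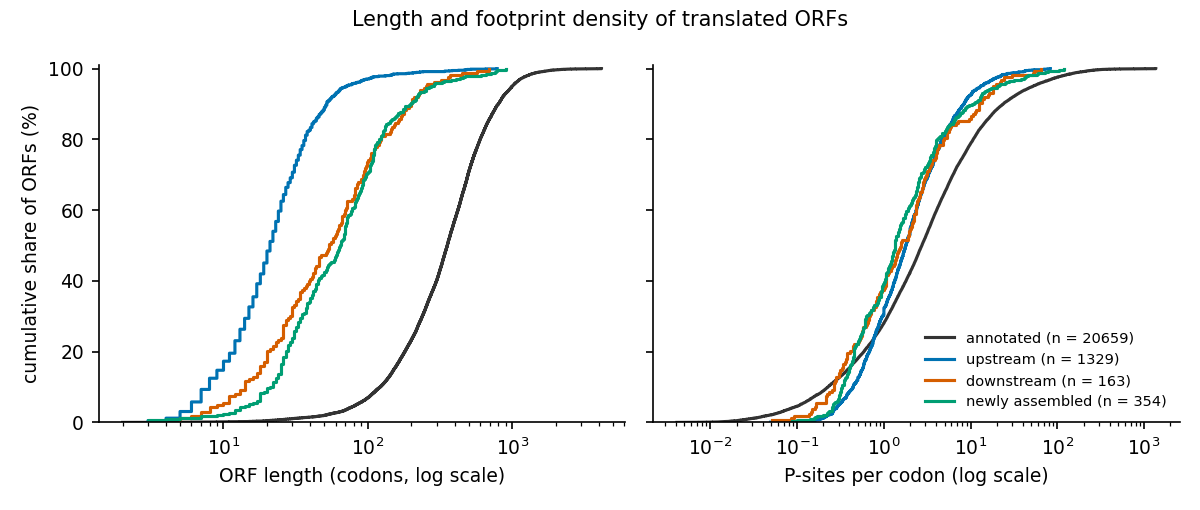
Cumulative share of ORFs (%) by length in codons (left) and by P-sites per codon (right), both on log scales, for annotated, upstream, downstream and newly assembled ORFs. The length curves have medians of 355, 21, 54 and 64 codons, with those of downstream and newly assembled ORFs close together between the other two, while the density curves lie closer together, with medians of 2.74, 1.79, 1.56 and 1.34 P-sites per codon. The lowest listed count of 6 P-sites cuts off low densities in short ORFs.

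Annotated ORFs were split over 5.76 ± 5.19 exons (SD, n = 20659 ORFs), and 16.6% of them lay in 1 exon. Upstream ORFs had 1.12 ± 0.32 exons (SD, n = 1329 ORFs), downstream ORFs 1.32 ± 0.47 (SD, n = 163 ORFs) and newly assembled ORFs 1.14 ± 0.42 (SD, n = 354 ORFs). The differences from annotated ORFs were -4.64, -4.44 and -4.61 exons (permutation tests, adjusted p = 1.33e-05 each, the smallest they can give). Most of this went with length: within deciles of ORF length the differences were -0.56, -0.89 and -1.15 exons, with the same adjusted p. Deciles were formed over all ORFs, and 410 of 1329 upstream but 20444 of 20659 annotated ORFs had at least 30 codons. Lengths could therefore still differ by category within a decile. For the 7 overlapping downstream ORFs the difference of -4.47 exons (permutation test, adjusted p = 0.027) was -1.41 within length deciles (permutation test, adjusted p = 0.0559).

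The median number of P-sites was 993 in annotated ORFs, 35 in upstream ORFs, 85 in downstream ORFs and 85.5 in newly assembled ORFs. Mean log2 of P-sites plus 1 differed from annotated ORFs by -4.35 for upstream, -3.26 for downstream and -3.08 for newly assembled ORFs (permutation tests, adjusted p = 1.33e-05 each, the smallest they can give). The difference of -1.93 for the 7 overlapping downstream ORFs did not pass the threshold (permutation test, adjusted p = 0.062). Divided by codons, the differences were much smaller, at -0.46 for upstream (permutation test, adjusted p = 2e-05), -0.66 for downstream (permutation test, adjusted p = 0.00212) and -0.68 for newly assembled ORFs (permutation test, adjusted p = 2e-05). For the overlapping downstream ORFs the direction turned, to 0.15 (permutation test, adjusted p = 0.877). The floor of 6 P-sites lies at a higher density in a short ORF than in a long one. The lowest listed density was 0.0041 P-sites per codon in annotated, 0.049 in upstream, 0.051 in downstream and 0.087 in newly assembled ORFs. Short ORFs below the floor are absent, which could make the differences per codon too small.

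The longest annotated ORF belonged to Solyc08g077500.3 on chromosome 8 (61569073 to 61618379, plus strand), with 4157 codons in 48 exons and 8096 P-sites. The most P-sites were counted on the annotated ORFs of Solyc10g081510.2 on chromosome 10 (62691482 to 62694754, plus strand), with 559286 P-sites on 765 codons, Solyc05g014470.3 on chromosome 5 (8322765 to 8324745, plus strand), with 460634 P-sites on 338 codons, and Solyc07g017780.3 on chromosome 7 (8086796 to 8093141, plus strand), with 437282 P-sites on 952 codons.

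A second question was how much of the reference annotation was seen translated. Of 35768 reference genes, 20080 had at least 1 listed ORF, a share of 56.1% (95% Wilson interval 55.6 to 56.7%). Leaving out chromosome 0, which collects unplaced sequence, moved the share to 57.3%. The share was 8.19% (6.50 to 10.3%) on chromosome 0, where 67 of 818 genes had an ORF, and ranged over the 12 chromosomes from 51.5% (49.6 to 53.4%) on chromosome 10 to 61.5% (59.7 to 63.3%) on chromosome 6. Gene models with a recorded 5′ leader had an ORF in 79.7% of 17868 cases (79.1 to 80.3%), and models without one in 32.6% of 17900 cases (31.9 to 33.3%), an odds ratio of 0.123.

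The annotated ORFs were compared with the coding sequence of their own gene model. Start and stop were the annotated ones in 15740 of 20659 ORFs, or 76.2% (75.6 to 76.8%), and in 78.5% when only the longest ORF of each gene was kept. In 3967 ORFs (19.2%) the stop was the annotated one and the start lay further downstream in the same frame, and in 64 ORFs the start lay further upstream. A further 80 ORFs shared the frame but not the stop. In another frame, 193 ORFs lay inside the coding sequence, 229 overlapped its start and 109 overlapped its end. The other 137 and 140 ORFs of this category shared no base with the coding sequence of their own gene and lay upstream and downstream of it. In 599 genes more than 1 ORF was in the annotated category.

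Among the 19771 ORFs with the annotated stop codon, 20.1% (19.5 to 20.6%) began after the annotated start, with a median of 23 codons skipped. The share fell with footprint density, from 54.8% (52.6 to 57.0%) in the lowest decile, with a median of 0.107 P-sites per codon, to 4.96% (4.08 to 6.0%) in the highest, with a median of 52.3 P-sites per codon. It was 15.7% (15.1 to 16.3%) for gene models with a recorded leader and 30.7% (29.6 to 31.9%) for models without one.

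**Figure D2:**
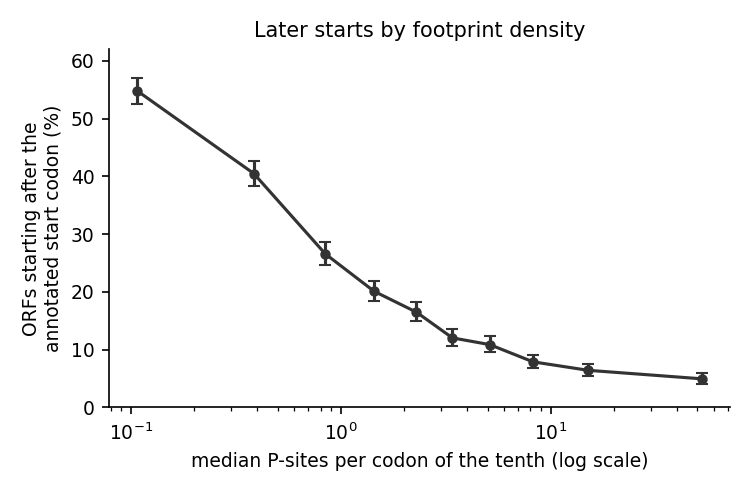
Share of ORFs (%) that start after the annotated start codon, by decile of footprint density, against the median P-sites per codon of each decile on a log scale. Points are shares of 1975 to 1979 ORFs and bars are 95% Wilson intervals; the share falls at every step, from 54.8% to 4.96%.

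Transcripts absent from the reference annotation were examined next. Of the 2263 newly assembled transcripts, 325 carried a listed ORF, a share of 14.4% (13.0 to 15.9%). The share was 17.1% (15.1 to 19.2%) for the 1260 intergenic transcripts of class code u. It was lower for the 568 transcripts antisense to annotated exons (code x), at 12.7% (10.2 to 15.7%; Fisher's exact test, adjusted p = 0.0452), and for the 307 transcripts of code o, at 6.51% (4.26 to 9.85%; Fisher's exact test, adjusted p = 3.74e-06). These classes differed in length, with median transcript lengths of 530 nt for u, 887 nt for x and 1641 nt for o. Among transcripts of at least 500 nt the differences from u were larger, at -11.4 percentage points for x (Fisher's exact test, adjusted p = 4.71e-05) and -20.8 points for o (Fisher's exact test, adjusted p = 6.05e-14), against -4.39 and -10.5 points over all lengths. With an ORF assigned to each transcript that covered at least 50% of it on the same strand, the share for code o was instead 58.2 percentage points above that of code u. Codes i, y and s could not be told from u: 13 of 100 (Fisher's exact test, adjusted p = 0.333), 5 of 15 and 0 of 13 transcripts had an ORF (Fisher's exact tests, adjusted p = 0.197 each), and 0 of 13 allows a share of up to 23.1%.

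**Figure D3:**
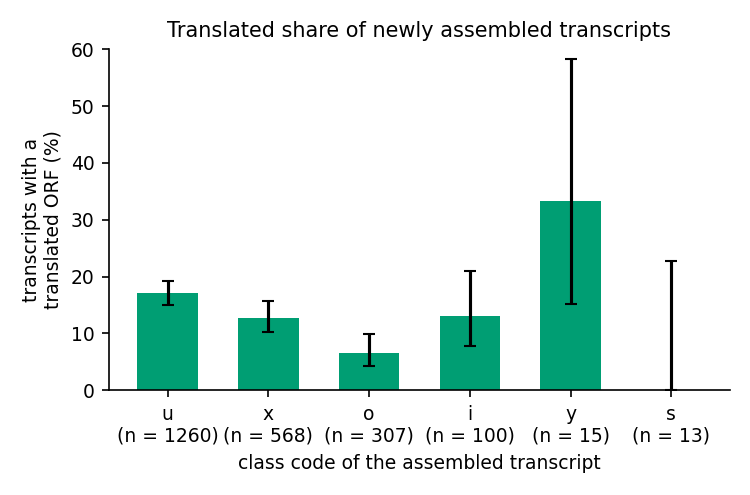
Share of newly assembled transcripts (%) with a translated ORF, by class code. Bars start at 0 and error bars are 95% Wilson intervals; code u stands at 17.1%, x at 12.7%, o at 6.51%, i at 13.0%, y at 33.3% with only 15 transcripts, and s at 0 with 13.

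Newly assembled transcripts with an ORF were longer than those without, with medians of 796 and 638 nt and a difference in mean log2 length of 0.37 (permutation test, p = 1e-05, the smallest it can give). Among transcripts with more than 1 exon, the difference turned to -0.12 (permutation test, p = 0.334).

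The longest ORF on a newly assembled transcript had 907 codons and 1796 P-sites, at locus MSTRG.4704 on chromosome 11 (3254967 to 3257687, plus strand), antisense to an annotated gene. The next were intergenic, at MSTRG.19877 on chromosome 8 (64666760 to 64670643, minus strand; 781 codons, 946 P-sites) and MSTRG.2157 on chromosome 1 (90921914 to 90924304, minus strand; 772 codons, 2859 P-sites). The intergenic loci that followed were MSTRG.18707 on chromosome 8 (2566069 to 2569323, minus strand; 764 codons, 1696 P-sites), MSTRG.861 on chromosome 1 (65541071 to 65543059, minus strand; 663 codons, 299 P-sites) and MSTRG.21256 on chromosome 9 (69028664 to 69029977, plus strand; 438 codons, 99 P-sites). The most P-sites lay on shorter ORFs. The intergenic MSTRG.570 on chromosome 1 (3623974 to 3625864, minus strand) had 13133 P-sites on 111 codons. The antisense loci MSTRG.14919 on chromosome 5 (65821214 to 65823893, minus strand) and MSTRG.12191 on chromosome 4 (4598385 to 4598708, minus strand) had 9082 and 7822 P-sites on 87 and 108 codons.

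Upstream ORFs were then set against the genes that carry them. Of the 1169 genes with an upstream ORF, 1025 had 1, 130 had 2, 12 had 3 and 2 had 4. In 1124 of these genes an annotated ORF was also listed, which is 5.62% (5.30 to 5.94%) of the 20017 genes with an annotated ORF, and in 45 it was not. The median distance from the end of the stop codon of the upstream ORF to the annotated start was 97 nt (interquartile range 46 to 203 nt), and in 10 of 1329 upstream ORFs the stop codon ended on the first base of the annotated coding sequence. In the same way, 5 of the 7 overlapping downstream ORFs began on the last base of the coding sequence, and the other 2 began after it.

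Leaders were longer in genes with an upstream ORF, with a median of 443.5 nt against 120 nt, a difference of 3.58 in mean log2 of length plus 1 (permutation test, p = 1e-05, the smallest it can give). Without genes that had a leader of 0 nt the difference was 1.22, with the same p. Of genes with an annotated ORF and a leader of 1 to 100 nt, 5 of 2800 had an upstream ORF, or 0.179% (0.0763 to 0.417%). The share was 2.67% (2.21 to 3.22%) above 100 and up to 200 nt, 9.54% (8.66 to 10.5%) above 200 and up to 400 nt and 18.9% (17.3 to 20.6%) above 400 and up to 800 nt. Above 800 nt it was 17.7% (15.7 to 19.9%), which overlaps the interval of the class before it. A leader of 0 nt left no room for an upstream ORF, so that the 0 of 5829 such genes with one follows from the definition.

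**Figure D4:**
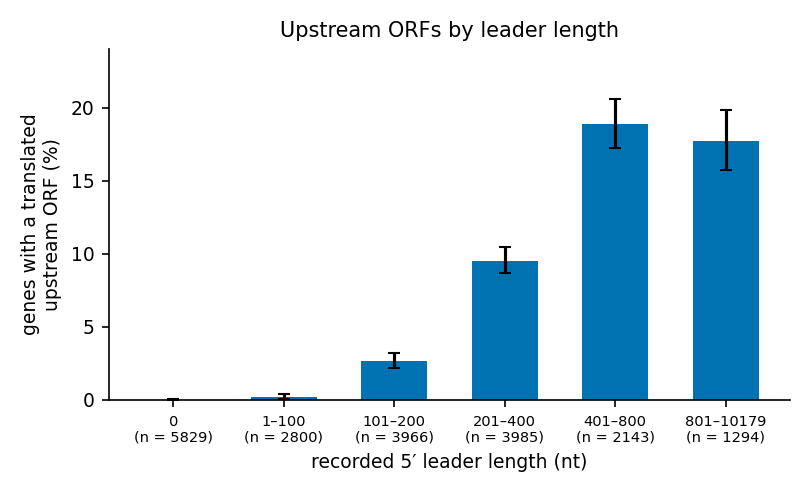
Share of genes (%) with a translated upstream ORF by recorded 5′ leader length in nt, among genes with a listed annotated ORF. Bars start at 0 and error bars are 95% Wilson intervals; the share rises from 0.179% at 1 to 100 nt to 18.9% between 400 and 800 nt and is 17.7% above that.

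Main ORFs were longer in genes with an upstream ORF, with medians of 473 and 374 codons among genes with a leader and a difference within leader deciles of 0.19 in mean log2 length (permutation test, p = 1e-05, the smallest it can give). Without the strata, over all genes, it was 0.44. Mean log2 footprint density of the main ORF was also higher in these genes, by 0.75 within leader deciles and by 0.47 when only main ORFs at the annotated start and stop were kept (permutation tests, p = 1e-05 each, the smallest they can give). The medians with the latter restriction, without strata, ran the other way, at 3.85 P-sites per codon with and 4.02 without an upstream ORF. Within a gene, upstream ORFs had a lower density than the main ORF, with a mean log2 ratio of -0.96 ± 1.88 (SD, n = 1124 genes). This mean differed from 0 (permutation test by sign flips, p = 1e-05, the smallest it can give). The ratio was below 0 in 772 genes, or 68.7%. The floor of 6 P-sites leaves out short upstream ORFs of low density, so the difference could be larger than listed. With upstream ORFs of at least 10 P-sites only, the mean ratio was -0.78.

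The longest upstream ORF had 788 codons and 2284 P-sites, in the leader of Solyc07g047700.3 on chromosome 7 (59051022 to 59053385, plus strand), a leader recorded at 5716 nt before a main ORF of 147 codons. The next were in Solyc04g025440.3 on chromosome 4 (22963979 to 22965946, minus strand; 656 codons, 38 P-sites) and Solyc01g091380.3 on chromosome 1 (84896390 to 84897940, minus strand; 517 codons, 714 P-sites). The most P-sites were on the upstream ORFs of Solyc10g081030.2 on chromosome 10 (62337016 to 62338408, plus strand; 4008 P-sites), Solyc06g070910.2 on chromosome 6 (43693772 to 43695063, plus strand; 3922 P-sites), whose main ORF was not listed, and Solyc08g075310.3 on chromosome 8 (59524639 to 59525250, plus strand; 3782 P-sites).

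The genes with the most upstream ORFs were Solyc06g083210.3 and Solyc04g008650.3, with 4 each, followed by Solyc05g018125.1, Solyc12g043050.2 and Solyc02g021360.3 with 3 each, which had the greatest summed upstream ORF length of the 12 genes with 3. In Solyc06g083210.3 they had 31, 10, 19 and 56 codons between 48770632 and 48772169 on the plus strand of chromosome 6, in a leader of 588 nt, with 12, 22, 64 and 110 P-sites. In Solyc04g008650.3 they had 16, 50, 14 and 9 codons between 2280480 and 2281373 on the plus strand of chromosome 4, with 34, 191, 6 and 10 P-sites.

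The longest downstream ORFs lay in Solyc11g062240.2 on chromosome 11 (49440653 to 49442824, plus strand; 695 codons, 1643 P-sites), Solyc12g006890.2 on chromosome 12 (1332761 to 1334482, plus strand; 574 codons, 409 P-sites) and Solyc03g116150.3 on chromosome 3 (67133837 to 67135183, plus strand; 449 codons, 113 P-sites). In the second of these genes the listed main ORF had 19 codons, so that the ORF listed as downstream was the longer one, and in the first no main ORF was listed. The downstream ORFs with the most P-sites were in Solyc04g072110.3 on chromosome 4 (59238753 to 59239037, minus strand; 3193 P-sites), Solyc11g008700.2 on chromosome 11 (2874975 to 2875667, minus strand; 2916 P-sites) and Solyc08g008230.3 on chromosome 8 (2668474 to 2670143, minus strand; 2180 P-sites). Among overlapping downstream ORFs, Solyc02g088290.3 on chromosome 2 (51068456 to 51069778, minus strand) held the longest, with 441 codons and 1811 P-sites, and Solyc06g073970.2 on chromosome 6 (45863439 to 45863765, minus strand) the one with the most P-sites, 2193 on 109 codons. The others named by the rule were in Solyc06g054230.3 on chromosome 6 (37164969 to 37165706, minus strand; 212 codons, 7 P-sites) and Solyc01g098090.3 on chromosome 1 (88574524 to 88574607, plus strand; 28 codons, 438 P-sites).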

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

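Both tests in this part were chosen after the ORF concerned had been seen. A single ORF of the list had no category. It lay in Solyc05g005490.3 on chromosome 5 (356107 to 356256, minus strand), in the 3′ trailer, with 50 codons and 9 P-sites. It drew attention only because it belonged to none of the compared classes. Its P-sites say little in themselves, as every listed ORF had at least 6. Footprints carried over from the main ORF of the gene are a candidate explanation. The main ORF had 239 P-sites per codon, and the density of the unclassed ORF was 0.0752% of that, while 0 of 152 downstream and overlapping downstream ORFs had a lower share of their main ORF and their median share was 91.9%. So low a share is what carried-over footprints would give, but weak translation next to a heavily translated ORF would give it too, and with 9 P-sites the explanations cannot be told apart. A second candidate explanation for the missing category is a start inside the stop codon feature that the gene models place after the coding sequence, since the ORF began 3 nt after the end of the coding sequence. Of the 163 ORFs listed as downstream, 0 began within those 3 nt, but 2 of the overlapping downstream ORFs began there and had a category, so that too few ORFs begin there to decide. The design has no group that bears on it, and no biological explanation was tested.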

How the results depend on the processing

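Alternatives listed before the data were examined covered ORF identity, minimum lengths, ORFs per gene, unplaced sequence, matching by overlap, summaries, strata and low values. P-sites per codon, categories reassigned by position, and the alternatives for main ORF density, upstream against main ORFs, later starts and annotated start and stop were chosen after seeing the data. Over 30 results, 89 alternatives were computed. In 79 of them the result kept its direction and its side of the threshold, or stayed within its interval or within 1.5 times its count. Of the others, 6 moved a value, 3 reversed a direction and 1 lost significance.

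Requiring 30 codons left 410 of 1329 upstream ORFs, since most of them are shorter. Reassigning categories by position relative to the coding sequence of the own gene raised downstream ORFs from 163 to 303 and overlapping downstream ORFs from 7 to 116, as ORFs listed as annotated were moved by construction. Leaving out chromosome 0 moved the share of genes with an ORF from 56.1% to 57.3%, as few genes there had one. Keeping the longest ORF of each gene moved the share at the annotated start and stop from 76.2% to 78.5%, since 33 of the 642 ORFs left out were at those positions. Keeping models with a recorded leader moved the share of later starts from 20.1% to 15.7%, and at equal density the share was 9.54 percentage points higher in models without a leader.

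Overlapping downstream ORFs also changed in tests of exons and P-sites, and 7 ORFs limit what can be seen. Within length deciles their exon difference was -1.41 (permutation test, adjusted p = 0.0559, against 0.027 over all ORFs and 0.0225 with the longest ORF of each gene). Per codon, their P-site difference turned from -1.93 to 0.15 (permutation test, adjusted p = 0.877, against a range of 0.0601 to 0.256 in the alternatives on P-site numbers), and neither value passed the threshold. Assigning ORFs to newly assembled transcripts by overlap turned the difference between codes o and u from -10.5 to 58.2 percentage points, because 237 of 307 code o transcripts then took up ORFs of any category, annotated ones included. Among multi-exon transcripts the length difference turned from 0.37 to -0.12, below the threshold; the cause was not tested.

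No paired analysis was possible because the RNA-seq and Ribo-seq labels share the numbers 1 to 3 but both tables pool the libraries and hold no column per sample. For the same reason translational efficiency, with its normalizations and the fits that leave out each replicate, was not run, and start context was not run without a genome sequence. The shortest leader in place of the longest gave no other value, as each reference gene has 1 transcript. The depth of single libraries is unknown, and ORFs under 6 P-sites are absent from the list. This absence limits every share of genes or transcripts with an ORF, and the counts of short upstream ORFs. It also limits comparisons of density between short and long ORFs.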

Other observations

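All tests here except the overlap of newly assembled ORFs with annotated coding sequence were chosen, or given their present form, after the results they concern had been seen, and every explanation is a hypothesis found on the same data. No group of the design bears on these patterns, so that no biological explanation was tested.

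About 1 in 5 ORFs with the annotated stop began after the annotated start. Low footprint depth is a candidate explanation, since a stretch without footprints cannot be called, and the share did fall from 54.8% in the lowest decile of density to 4.96% in the highest. Depth alone does not account for all of it. In ORFs with fewer than 6 P-sites per codon, the skipped stretch was due at least 6 P-sites, at the density of the rest of the ORF, in 2313 of 3561 later starts, or 65.0%. In ORFs with at least 6 P-sites per codon, where even 1 skipped codon was due that many, 406 of 6191 ORFs still started late, or 6.56% (5.97 to 7.20%), with medians of 20 codons skipped and 262 P-sites due. This assumes an even density along the ORF and takes 6 P-sites, the lowest number in the list, as enough for a call. Gene models with a start placed too far upstream may contribute. At equal density, models without a recorded leader had a share of later starts 9.54 percentage points higher than models with one (permutation test within deciles, p = 1e-05, the smallest it can give), against 15.1 points without the strata. Starts that differ in roots from the annotated ones remain open for the rest.

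ORFs of the annotated category that shared no base with the coding sequence of their own gene numbered 277. A candidate explanation is the coding sequence of another gene at the same place. This held for 146 of them, or 52.7% (46.8 to 58.5%), against 4.48% of 27700 random stretches of the same lengths from leaders and trailers of the reference models. None of the 1492 ORFs listed as upstream or downstream lay on another gene, but the way the list was made could fix that number. Before the first test nearly all had been predicted to lie on another gene, which was not met: 131, or 47.3%, overlapped no annotated coding sequence on the same strand, so that another gene cannot account for all 277. Assignment of the category by exon was tested on these 131. Of them, 77 or 58.8% touched an exon that holds coding sequence of their own gene, fewer than the 73.5% of ORFs listed as upstream or downstream (Fisher's exact test, p = 0.000494), the reverse of what that explanation needs. What sets the 131 ORFs apart stays open.

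Among newly assembled transcripts, 82 ORFs were antisense to annotated genes, and 64 of them faced a gene with a listed main ORF. Reads leaking from the sense strand could give such ORFs a small, proportional share of the sense density. Instead 78.1% of the 64 had more than 10% of the density of the sense ORF, with a median of 58.7%, and the densities of both strands were not related across these gene pairs (Spearman's rho = -0.11, permutation p = 0.395; pairs are not independent replicates). Reads shared between similar sequences elsewhere in the genome were not tested.

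Deciles of main ORF density were also formed among genes with a listed annotated ORF and a recorded leader only. The share of these genes with an upstream ORF rose from 1.90% in the lowest decile to 12.1% in the fifth. It fell again to 4.37% in the highest. Detection limited by depth is a candidate explanation for the rise and for the higher main ORF density of genes with an upstream ORF. It cannot give the fall, where depth goes on rising. Shorter leaders in deeply covered genes could, as the median leader fell from 239 nt in the fifth decile to 154 nt in the highest. With genes compared within 20 classes of leader length, the difference between the highest and the fifth decile was -2.51 percentage points (permutation test, p = 0.00226), against -7.75 without the classes, and against the sixth decile it was -2.48 points (permutation test, p = 0.00182). Leader length may thus account for much of the fall but not for all of it, and the cause of the rest stays open. A single test of the whole trend had been planned first; the trend was divided after its shape was seen.

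ORFs of newly assembled transcripts may be alternative forms of annotated coding sequence. Of the 354, the share that overlapped annotated coding sequence on the same strand was 0%. The same held for all 23 ORFs of code o, although 237 of 307 such transcripts covered at least 50% of some listed ORF. A filter on such overlaps before the list was made could fix this outcome, so the test decides nothing, and the translated share of code o transcripts of 6.51% is open to the same doubt.

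In all 35768 reference gene models the stop codon feature lay directly after the coding sequence, while 19771 ORFs had their stop on the last codon of the coding sequence itself. A total of 130 listed ORFs shared their genomic coding interval with another listed ORF.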
